A study of Mus musculus with 14 samples.

How the data were processed

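The series holds 12 bulk RNA-seq libraries and 2 libraries of single nuclei from the muscularis of C57BL/6 mice. The muscularis is the muscle coat of the gut wall with its nerves and interstitial cells. Per the labels' protocols, it was separated by hand and flash frozen, total RNA was taken with Trizol for the bulk libraries, nuclei were isolated with a 10x Genomics protocol, and all libraries were sequenced on Illumina instruments. The genotype labels are "Carmn iKO", called KO here, and "WT mTmG", called WT. How and where Carmn was deleted, the age of the mice and any treatment are not given in the sources used here. Each bulk library carries a tag (t1, t4, t6, t7 or m1) that was kept as its name. Colon and jejunum each had 3 KO and 3 WT bulk libraries, and the nuclei came from colon, with 1 library per genotype.

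For the bulk libraries the authors deposited 1 table of raw counts per Ensembl gene. The aligner, the counting tool, the use of strand, the genome build and the annotation version are not given in the sources used here. The table had 40757 entries, of which 276 repeated a gene identifier with identical values and were dropped. That left 40481 genes, of which 31526 had at least 1 count. Of the identifiers, 99.4% were found in the GENCODE M21 annotation of GRCm38, which supplied the coordinates printed for genes. Where genes overlap, or lie on opposite strands, the counting could have split or pooled their reads, so the counts of such genes are uncertain. Pairs of replicates differed by far more than sampling noise (chi-square per gene of at least 65.1), so no library was treated as a repeat of another.

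For each library of nuclei the authors deposited a matrix of counts per barcode that holds genes and accessible chromatin regions together. It was made with cellranger-arc-2.0.0, per the file headers, with barcodes already selected and regions called separately in each library. All values of gene features were even numbers, whereas 11.6% (WT) and 11.5% (KO) of the values of regions were odd, so gene values were divided by 2 and are called unique molecular identifiers (UMIs) here. That each UMI stands for 1 molecule after this division is an inference from the values. The genome build is not named in the headers. Of 32235 gene identifiers found in both annotations, 99.9% had a position that overlapped the GRCm38 gene of the same identifier.

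Bulk counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 4 groups (20886 genes), libraries were scaled by TMM, and 1 model with a mean per group was fitted to all 12 libraries with robust quasi-likelihood dispersions, so that the groups share 1 estimate of the spread. The contrasts were KO minus WT in colon, KO minus WT in jejunum, and the difference between these. P values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Normalised counts (CPM) used TMM-scaled library sizes, and values on the log2 CPM scale used a prior count of 2. Single quantities were compared with two-sided exact permutation tests. With 3 libraries against 3 these cannot give a p below 0.1.

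The models, the sample groups, the alternatives, the rule for the genes named and the 19 gene lists were fixed before the data were examined. The rule named Carmn, Mir143 and Mir145a, and in each tissue the 5 genes with the highest and the 5 with the lowest fold change among genes past the threshold with an average log2 CPM of at least 1 and no overlap between KO and WT values. It also named the 4 genes with the smallest p in the difference between tissues, the 4 contractile genes with the smallest adjusted p in colon, and the 5 highest and 5 lowest ratios in smooth muscle nuclei among genes with at least 100 UMIs. Bvht in colon, Gt(ROSA)26Sor, Setd5 and Thumpd3 were named after their values were seen. The lists covered contractile genes (20), extracellular matrix (13), inflammation (10), proliferation (8) and markers of 15 cell types: smooth muscle, interstitial cells of Cajal, fibroblast, pericyte, endothelial, lymphatic endothelial, enteric glia, enteric neuron, macrophage, T lymphocyte, B lymphocyte, mesothelial, epithelial, adipocyte and skeletal muscle. Of the 20 contractile genes 10 are also in the smooth muscle list, and 3 genes are shared by the matrix and fibroblast lists. Lists were tested with limma 3.58.1 camera on voom values with its preset correlation of 0.01, adjusted over 38 tests, and again with fry and with an estimated correlation. The glucocorticoid response, mitochondrially encoded and nuclear oxidative phosphorylation lists were written after the bulk results were seen. They were adjusted over their own 6 tests, so their adjusted p cannot be ranked against those over 38 tests.

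Alternatives for the bulk results were RLE size factors, total counts, TMM without mitochondrially encoded and the 20 most abundant genes, no filter, a filter of at least 1 CPM in every library of a group, a fit to the 6 libraries of 1 tissue, each library left out in turn, DESeq2 1.42.0, limma voom, voom with duplicateCorrelation, a test against a minimum change of 1.5 fold, and a model with genotype and tag as a block. A covariate for epithelial RNA was added after the data were seen. The bulk tests were tested on simulated counts with 100 genes changed 4-fold and 100 changed 2-fold. In simulated colon data of 20469 genes edgeR recovered 64% of the 4-fold and 7% of the 2-fold changes. In simulated jejunum data of 20439 genes it recovered 56% and 5%. Of 4-fold changes in the difference between tissues it recovered 13% when simulated in colon and 22% when simulated in jejunum. DESeq2 recovered 83% (colon) and 81% (jejunum) of the 4-fold changes in 20886 genes, with 54 and 46 false calls, against 0 and 5 for edgeR.

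Nuclei were analysed with scanpy 1.11.5 (anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9). Of 3476 WT and 2164 KO barcodes, 2868 and 1836 had at least 300 genes, and 2837 and 1696 of these had at most 5% mitochondrial UMIs. Scrublet called 3 WT and 1 KO doublets (0.106% and 0.0590%), a share too low to be taken as a working call, so doublets were in effect kept. The 2834 WT and 1695 KO nuclei left were clustered together on 30 principal components of 2000 variable genes, without Carmn and the contractile list, with 15 neighbours and Leiden resolution 0.8. A cluster was named after the list with the largest share of markers at least 2-fold higher than in all other nuclei and detected in at least 5% of its nuclei, with at least 3 such markers needed. A cluster whose median UMI count was over 5 times that of its library was left unnamed, a limit set after the data were seen. UMIs were summed per library and class and divided by the class total (UMI CPM). With 1 library per genotype no test was run between genotypes in nuclei. Exact Poisson and binomial 95% intervals cover counting error only, and ratios of sums have exact intervals from the binomial distribution of the counts. Gene lists were compared with 10000 random lists of the same size matched on expression. A contractile list lowered 2-fold by simulation was recovered at a median of -0.99, at percentile 0. The simulation pooled all nuclei (10842 genes), had Poisson noise only and changed no other gene. It thus checks the calculation, and not the power in smooth muscle-like nuclei, where other genes differ too. To compare shares of nuclei with a UMI, each nucleus was thinned to 1000 UMIs.

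Chromatin regions entered no comparison of genotypes, because each library's regions were called separately and only counts inside them are listed. Intervals and permutation tests used scipy 1.17.1, with pandas 2.3.3 and numpy 2.4.6 for tables.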

Results

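Gene expression was measured in the muscularis of colon and jejunum from mice labelled as knockouts of Carmn, a long non-coding RNA gene of smooth muscle, and from WT mice. The series title names the contractile function of visceral smooth muscle as its subject. Bulk RNA-seq covered 4 groups of 3 libraries. In colon the KO libraries held 41913833 (m1), 28698273 (t4) and 39411116 (t6) counts, and the WT libraries 31216618 (t1), 35121152 (t6) and 25849027 (t7). In jejunum the KO libraries held 24254905 (m1), 34201660 (t1) and 44315104 (t4) counts, and the WT libraries 28562510 (t1), 35641192 (t6) and 35116719 (t7). Mean totals did not separate the genotypes (two-sided exact permutation p = 0.3 in colon and 1 in jejunum, smallest possible p 0.1). The first principal component of log2 CPM held 27.9% of the variance and the second 17.4%. KO colon t4 lay apart on the first component (-114) and KO jejunum m1 on the second (-110). Epithelial RNA varied within groups, with Epcam at 5.11 CPM in WT colon t7 against 152 and 304 CPM in WT colon t1 and t6. Single nuclei of the colon gave 1 library per genotype, with 2834 WT and 1695 KO nuclei kept and median UMI counts of 1577.5 and 1856.

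Carmn, the targeted gene, was examined first because it checks the labels. Carmn (ENSMUSG00000097324) is a lincRNA gene on the minus strand of chromosome 18, at 61649625 to 61665537 in GRCm38. In the colon libraries labelled KO it stood at 461 (m1), 304 (t4) and 718 (t6) CPM, a mean of 494 ± 209 (SD, n = 3). The WT colon libraries had 252 (t1), 171 (t6) and 351 (t7) CPM, a mean of 258 ± 90.2 (SD, n = 3). The log2 fold change in colon was 0.94 (SE 0.34, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 0.234), and the two-sided exact permutation p was 0.2. In jejunum the libraries labelled KO had 996 (m1), 817 (t1) and 909 (t4) CPM, a mean of 908 ± 89.3 (SD, n = 3), against 240 (t1), 206 (t6) and 326 (t7) CPM, a mean of 257 ± 62.0 (SD, n = 3), in WT. There the log2 fold change was 1.82 (SE 0.34, edgeR adjusted p = 0.0646, exact permutation p = 0.1, the smallest possible). The 2 changes differed by -0.88 (SE 0.47, adjusted p = 0.941). The bulk counts of Carmn thus went against the KO label in both tissues, and the groups are called libraries labelled KO in what follows. The deleted part of the gene is not given in the sources used here, so a count outside it would not check the label. Across the alternatives the jejunum value moved most in its adjusted p under DESeq2 (log2 fold change 1.82, adjusted p = 1.02e-04, range over alternatives other than leaving out a library 1.02e-04 to 0.0763). Leaving out a colon library brought Carmn in jejunum past the threshold for KO colon t4 (adjusted p = 0.0263) and KO colon t6 (0.0453), and the cause was not tested. Without KO colon t6, the colon value fell to 0.59 (adjusted p = 0.541).

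**Figure D1:**
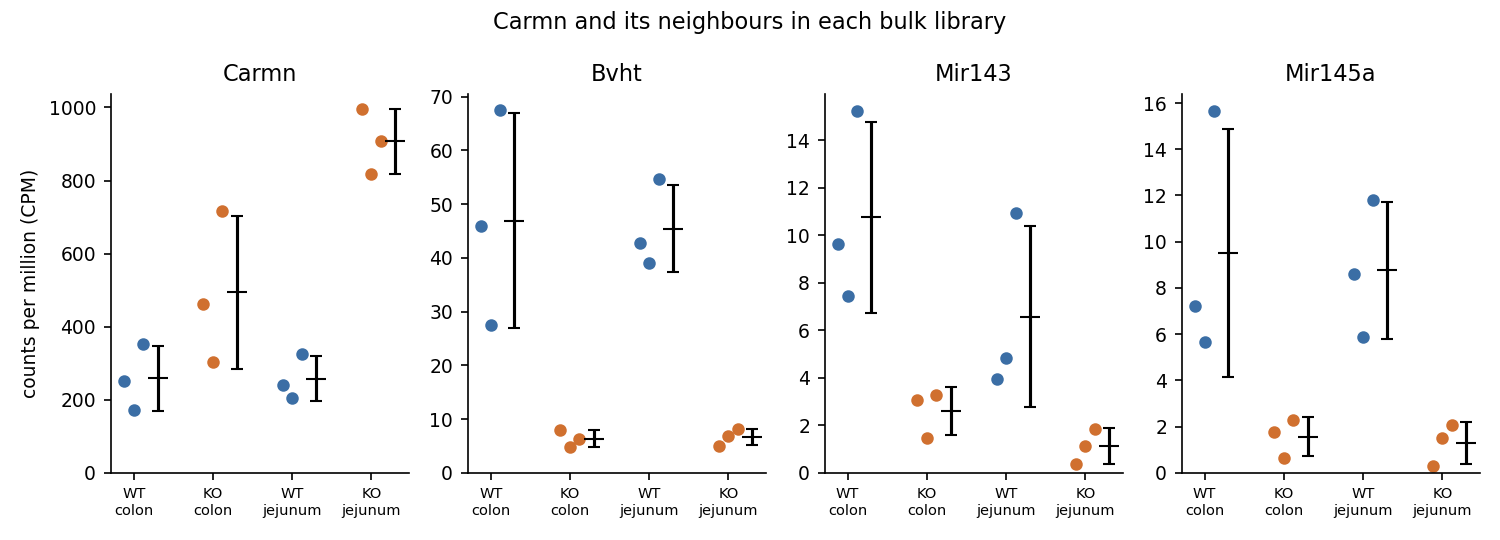
CPM (y axis) of Carmn, Bvht, Mir143 and Mir145a in each bulk library (points) by genotype and tissue (x axis), with bars for the mean ± SD of 3 libraries. Carmn is higher in the jejunum libraries labelled KO (mean 908) than in WT (257), while Bvht, Mir143 and Mir145a are lower in both tissues.

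The genes next to the 3' end of Carmn moved the other way. Mir143 (ENSMUSG00000065445, chromosome 18, 61649196 to 61649258) had 2.60 ± 0.999 CPM in the colon libraries labelled KO and 10.7 ± 4.02 in WT (SD, n = 3 each), a log2 fold change of -2.04 (SE 0.58, edgeR adjusted p = 0.152). In jejunum it had 1.11 ± 0.751 and 6.57 ± 3.80 CPM, a log2 fold change of -2.53 (SE 0.60, adjusted p = 0.114). Mir145a (ENSMUSG00000065592, 61647825 to 61647894) had 1.56 ± 0.849 against 9.51 ± 5.37 CPM in colon and 1.28 ± 0.895 against 8.76 ± 2.98 CPM in jejunum. Its log2 fold changes were -2.59 (SE 0.66, adjusted p = 0.124) and -2.74 (SE 0.67, adjusted p = 0.125). Bvht (ENSMUSG00000098098, 61639542 to 61647472), a lincRNA gene on the plus strand, had 6.36 ± 1.61 against 46.9 ± 19.98 CPM in colon and 6.67 ± 1.54 against 45.4 ± 8.17 CPM in jejunum. Its fold changes of -2.88 (SE 0.34, adjusted p = 0.00738) and -2.76 (SE 0.33, adjusted p = 0.0131) passed the threshold in both tissues. For Bvht the colon call was lost without KO colon t6 (adjusted p = 0.0518), and the jejunum call without KO jejunum t4 (0.0510) or WT jejunum t7 (0.0532). KO and WT values of the 3 genes did not overlap in either tissue (exact permutation p = 0.1 each, the smallest possible). Whether reads over Mir143 and Mir145a come from primary transcripts or mature microRNAs is not given in the sources used here. DESeq2 was the only alternative to call them, with adjusted p of 0.0106 and 8.19e-04 for Mir143 and 0.00195 and 9.38e-04 for Mir145a in colon and jejunum. Among the 15 other tested genes within 500000 bp of Carmn, the median log2 fold change was -0.05 in colon and -0.003 in jejunum, with 8 lower in each tissue. The median covers changes both ways, from Il17b (2.25 in colon, adjusted p = 0.124, and 2.53 in jejunum, 0.0901) and Arhgef37 (1.68, 0.124, and 1.38, 0.203) to Pde6a (-0.93, 0.414, and -1.02, 0.406), which were named after their values were seen. None of the 15 passed the threshold by edgeR in either tissue (2 in colon and 3 in jejunum had an unadjusted p below 0.05, DESeq2 gave 2 in each and limma voom 0 in each).

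**Figure D2:**
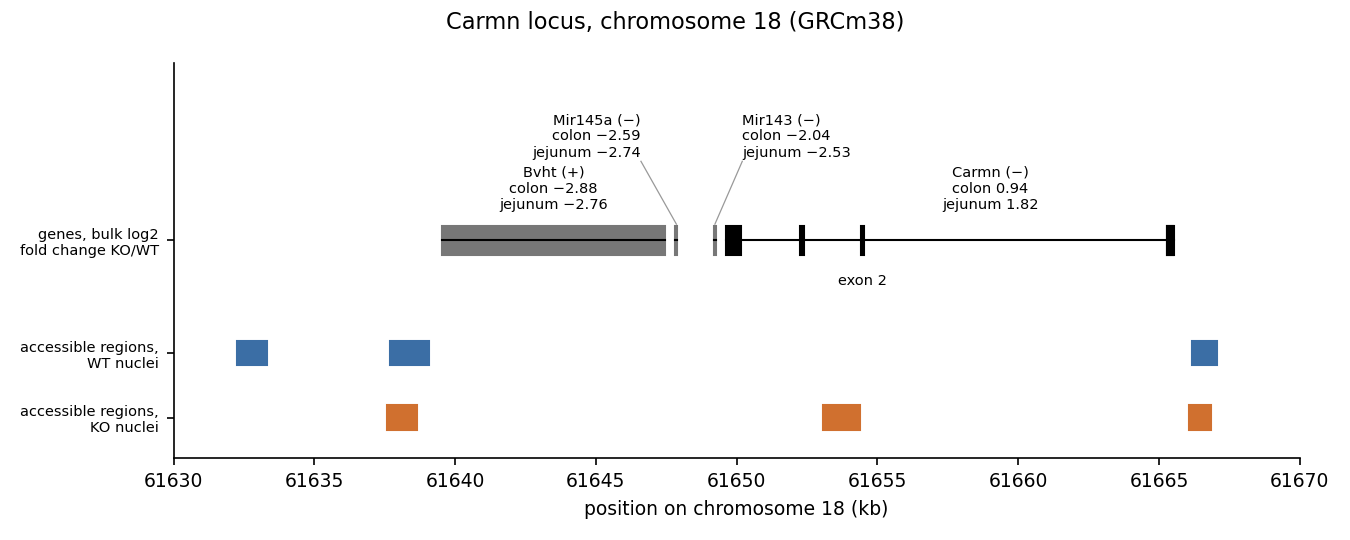
Map of the Carmn locus on chromosome 18 of GRCm38 (x axis, position in kb), with gene models, exons of Carmn as filled boxes, bulk log2 fold changes of libraries labelled KO over WT, and the accessible regions listed for WT and KO nuclei. Bvht, Mir145a and Mir143 lie beyond the 3' end of Carmn, and the region from 61653079 to 61654364 is listed for the KO nuclei only.

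In colon, 81 of 20886 genes passed an edgeR adjusted p of 0.05, 24 higher and 57 lower in the libraries labelled KO. At an unadjusted p below 0.05 there were 3026. KO and WT values did not overlap for all 81, and for 4001 of the genes tested (19.2%), where chance gives 10%. Of the alternatives for the genes changed in colon, DESeq2 moved the count most, to 869 (338 higher and 531 lower, with all 81 among them). A fit to only the 6 colon libraries gave 0 (2270 at p below 0.05). Leaving out a colon library gave 180 (KO m1), 39 (KO t4), 7 (KO t6), 8 (WT t1) or 11 (WT t6), and leaving out a jejunum library gave 179 (KO m1), 25 (WT t1), 32 (WT t6) or 32 (WT t7).

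Among the highest, Apod (ENSMUSG00000022548, chromosome 16, 31296192 to 31314808) had 220 ± 144 CPM in the colon libraries labelled KO and 24.0 ± 2.61 in WT (SD, n = 3 each), a log2 fold change of 3.20 (SE 0.46, edgeR adjusted p = 0.0240). Ptpru (3.18, SE 0.56), Mt1 (3.17, SE 0.43), Cebpd (2.68, SE 0.47) and Fkbp5 (2.33, SE 0.32) followed, with adjusted p of 0.0446, 0.0189, 0.0404 and 0.0192. Smpx (ENSMUSG00000041476, chromosome X, 157698910 to 157752591) fell most, by 5.62 on the log2 scale (SE 0.84, adjusted p = 0.0250), from 3.97 ± 0.538 CPM to 0.0863 ± 0.109 CPM. This fitted change of Smpx rests on raw counts of 0, 6 and 2 in the libraries labelled KO and depends on the prior count. Colec10 (ENSMUSG00000038591, chromosome 15, 54410774 to 54466358) fell by 3.47 (SE 0.34, adjusted p = 0.00306), from 12.7 ± 2.24 to 1.13 ± 0.507 CPM. Casq2 (ENSMUSG00000027861, chromosome 3, 102086415 to 102146514) fell by 3.46 (SE 0.28, adjusted p = 0.00113), from 29.6 ± 1.99 to 2.68 ± 0.945 CPM. Pln (-2.93, SE 0.43) and Gm17029 (-2.92, SE 0.44) had adjusted p of 0.0240 and 0.0250. Cebpd, Fkbp5, Colec10, Casq2, Pln and Gm17029 overlap other annotated transcripts, so their counts are uncertain. Colec10, Gm17029 and Pln are also among the 10 genes with the highest fold of smooth muscle-like cluster 0 over all other nuclei (11.1 to 23.3, among genes detected in at least 10% of its nuclei), and a loss of such cells was not separated from a change inside them.

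Most of these 10 calls depended on single libraries, though no fold change changed sign. Colec10 and Casq2 stayed past the threshold without each of the 12 libraries. Without KO colon t6, Ptpru (adjusted p = 0.129), Mt1 (0.0728), Cebpd (0.116), Fkbp5 (0.0728), Smpx (0.117), Pln (0.0962) and Gm17029 (0.117) were lost. Without WT colon t1, Apod (0.118), Ptpru (0.203), Mt1 (0.0889), Cebpd (0.150), Fkbp5 (0.0907), Smpx (0.0889), Pln (0.0889) and Gm17029 (0.0889) were lost. Without WT colon t6, Apod (0.0930), Ptpru (0.192), Mt1 (0.0705), Cebpd (0.176), Smpx (0.0655) and Pln (0.0655) were lost. Removal of KO colon t4 lost Cebpd (0.0868) and Gm17029 (0.0688), that of WT colon t7 lost Ptpru (0.0691) and Cebpd (0.0751), and that of KO colon m1 lost Ptpru (0.0572). Jejunum libraries enter the same fit and gene filter, and how their removal acted was not tested. Ptpru was also lost without KO jejunum t1 (0.0705), KO jejunum t4 (0.0715), WT jejunum t1 (0.0863), t6 (0.0778) or t7 (0.0791), Smpx without WT jejunum t1 (0.0535) or t7 (0.0506), Gm17029 without WT jejunum t1 (0.0535), and Cebpd without WT jejunum t6 (0.0682).

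In jejunum, 45 genes passed the edgeR threshold, 26 higher and 19 lower in the libraries labelled KO, and 2762 had an unadjusted p below 0.05. None of the 45 had overlapping KO and WT values, and neither did 4630 of the genes tested (22.2%, chance 10%). For the genes changed in jejunum the count moved most under DESeq2, to 737 (440 higher and 297 lower, with all 45 among them). Leaving out a jejunum library gave 26 (KO m1), 2 (KO t4), 6 (WT t1), 8 (WT t6) or 4 (WT t7), and leaving out a colon library gave 172 (KO t4), 25 (WT t1), 26 (WT t6) or 24 (WT t7).

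Maff (ENSMUSG00000042622, chromosome 15, 79346621 to 79359076) had 136 ± 86.5 CPM in the jejunum libraries labelled KO and 6.45 ± 2.03 in WT (SD, n = 3 each), a log2 fold change of 4.40 (SE 0.53, edgeR adjusted p = 0.0131). Hsd11b1 (3.57, SE 0.59), Gm14066 (3.55, SE 0.46), Apod (3.52, SE 0.47) and Ism1 (3.05, SE 0.45) had adjusted p of 0.0435, 0.0143, 0.0168 and 0.0280. Nptx1 (ENSMUSG00000025582, chromosome 11, 119538719 to 119547753) fell by 4.29 (SE 0.65, adjusted p = 0.0345), from 87.6 ± 63.0 to 4.44 ± 3.23 CPM. Vsnl1 (ENSMUSG00000054459, chromosome 12, 11325242 to 11436613) fell by 2.89 (SE 0.32, adjusted p = 0.00784), from 10.8 ± 2.33 to 1.46 ± 0.322 CPM. Lin7b (-3.80, SE 0.54), Xpnpep2 (-3.19, SE 0.49) and Bvht, given above, completed the 5 lowest, with adjusted p of 0.0220 for Lin7b and 0.0345 for Xpnpep2. Hsd11b1, Gm14066 and Lin7b overlap other annotated transcripts, so their counts are uncertain.

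No jejunum call among these 10 survived the removal of KO jejunum t4, without which adjusted p lay between 0.0510 (Maff, Vsnl1 and Bvht) and 0.150 (Nptx1), and no fold change changed sign. Without WT jejunum t1, adjusted p of Maff, Hsd11b1, Gm14066, Apod, Ism1, Nptx1, Lin7b and Xpnpep2 rose to between 0.0664 and 0.170, and without WT jejunum t6 the same 8 rose to between 0.0765 and 0.171. Removal of WT jejunum t7 lost Maff (0.0730), Gm14066 (0.0877), Apod (0.100), Ism1 (0.138), Nptx1 (0.0730), Lin7b (0.0730), Xpnpep2 (0.100) and Bvht (0.0532). Hsd11b1 (0.101), Lin7b (0.0774) and Xpnpep2 (0.106) were lost without KO jejunum m1, and Hsd11b1 (0.0544) and Ism1 (0.0558) without KO jejunum t1. Among colon libraries, Hsd11b1, Nptx1 and Xpnpep2 were lost without KO m1 (0.0664, 0.0554 and 0.0554), WT t1 (0.0861, 0.0723 and 0.0743), WT t6 (0.0707, 0.0698 and 0.0698) or WT t7 (0.0756, 0.0555 and 0.0638), and Hsd11b1 without KO t6 (0.0574).

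Whether the tissues differed was tested directly. No gene passed the threshold in the difference between the colon and jejunum changes by edgeR, where 869 genes had an unadjusted p below 0.05 and the smallest adjusted p was 0.353. DESeq2 gave 33 genes and limma voom 0, and edgeR without KO colon m1 gave 1. Differences with the smallest p were those of P2ry14 (-1.96, SE 0.30) and Casq2 (-2.38, SE 0.36), both with adjusted p = 0.353, followed by Vsnl1 (2.48, SE 0.43) and P2rx5 (-3.41, SE 0.60), both with adjusted p = 0.582. DESeq2 gave all 4 an adjusted p of 7.97e-05. P2ry14 and Casq2 overlap other annotated transcripts. Of the genes past the threshold, 12 were shared by both tissues, all with the same sign. Apod, Sik1, Fkbp5, Errfi1, Mt1, Gclc and Gap43 were higher in the libraries labelled KO, and Xpnpep2, Six5, Marcks, Gt(ROSA)26Sor and Bvht were lower. Of the 81 colon calls 78 had the same sign in jejunum, and of the 45 jejunum calls 42 had the same sign in colon. Across the 20886 genes, which are not independent replicates, Spearman's rho between the colon and jejunum fold changes was 0.395. The same tags occur in both tissues, so rho was also computed on log2 CPM differences from libraries that share no tag within a genotype. Over 24 such partitions it averaged 0.253 (range 0.120 to 0.368), against 0.419 for the same measure with all libraries. The partitions hold fewer libraries, which alone can lower rho, so the fall does not measure an effect of shared tags. Without KO colon t4 the cross-tissue correlation of fold changes fell to 0.200.

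Contractile genes were compared because the series title names contractile function. In colon all 20 were lower in the libraries labelled KO, with a median log2 fold change of -0.67 (camera with preset correlation, Benjamini-Hochberg adjusted p = 1.74e-07), and all 20 stayed lower under the 3 other scalings. Lower genes numbered 19 without KO colon m1 or t4, 18 without KO colon t6 and 17 without WT colon t7. Fry gave an adjusted p of 0.191 and camera with an estimated correlation 0.760, so this call did not hold under either. Before adjustment over all list tests, p was 0.00809 (fry) and 0.0497 (camera with an estimated correlation), both below 0.05. Without 1 of the 6 colon libraries the median ranged from -0.77 to -0.45. No contractile gene in colon passed the edgeR threshold over all genes (9 of 20 had an unadjusted p below 0.05, DESeq2 gave 4 and limma voom 1, and edgeR gave 2 without KO jejunum m1 and 1 without KO jejunum t4), and 4 passed when adjusted over the list alone. That count was 1 without KO colon t4 or WT colon t7 and 10 without KO jejunum m1. Hspb6 (ENSMUSG00000036854, chromosome 7, 30552178 to 30555443) had a log2 fold change of -1.57 (SE 0.30, edgeR adjusted p = 0.0568), and its counts are uncertain because it overlaps Proser3 and Lin37. Hspb6 passed in 6 other settings (adjusted p over alternatives 3.43e-04 to 0.123) and without KO jejunum m1 (0.0321) or KO jejunum t4 (0.0213). Mylk (ENSMUSG00000022836, chromosome 16, 34745210 to 35002420) had -1.23 (SE 0.30, adjusted p = 0.115), with uncertain counts because 3 transcripts overlap it on the other strand, Myl9 (ENSMUSG00000067818, chromosome 2, 156775420 to 156781658) -1.16 (SE 0.30, 0.124, and 0.0364 without KO jejunum m1) and Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) -0.78 (SE 0.24, 0.177). In jejunum 12 contractile genes were higher and 8 lower, with a median of 0.14 (camera adjusted p = 0.417), and 10 and 10 without KO jejunum m1. None passed the edgeR threshold over all genes (8 had an unadjusted p below 0.05, DESeq2 gave 3 and limma voom 0), and 3 passed when adjusted over the list alone (7 without KO jejunum t1, 1 without WT jejunum t6, 0 without WT jejunum t1).

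**Figure D3:**
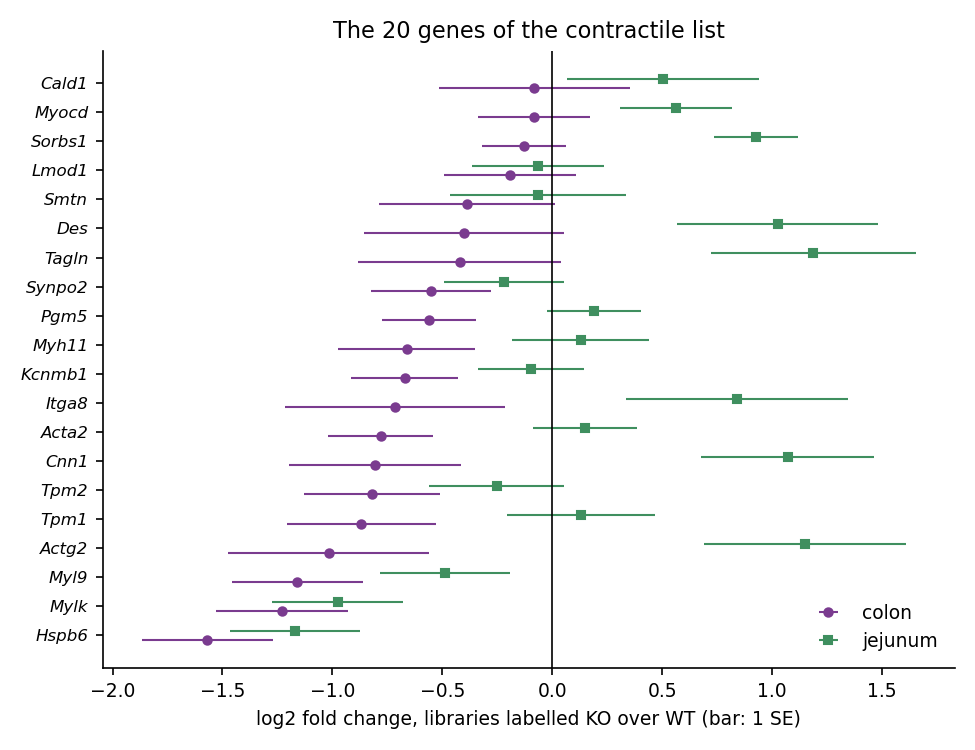
Log2 fold change of libraries labelled KO over WT (x axis) for the 20 contractile genes (y axis) in colon (circles) and jejunum (squares), with bars of 1 SE from edgeR. All 20 lie below 0 in colon, with a median of -0.67, while in jejunum 12 lie above 0 and 8 below.

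Of the 36 tests of the other 18 lists, 8 passed by camera with preset correlation, 6 higher and 2 lower, and 0 passed under fry (2 tests at an unadjusted p below 0.05) or camera with an estimated correlation (0 tests at an unadjusted p below 0.05). In colon the smooth muscle list fell (median -0.67, camera adjusted p = 1.58e-05) and the extracellular matrix list rose (0.84, 0.0319). The matrix call was lost without KO colon t4 (median -0.19, adjusted p = 0.991), WT colon t6 (0.58, 0.147) or KO jejunum m1 (0.88, 0.0660). In jejunum the macrophage (median 1.80, camera adjusted p = 1.53e-06), extracellular matrix (1.66, 4.51e-05), lymphatic endothelial (1.12, 0.00471), endothelial (0.55, 0.00490) and inflammatory (3.40, 0.0243) lists rose and the enteric neuron list fell (-0.44, 0.0110). Without KO jejunum m1 the matrix (0.44, adjusted p = 0.0660), inflammatory (2.71, 0.0660) and neuron (-0.30, 0.0660) calls were lost and the lymphatic median was 0.71. Without WT jejunum t7 the endothelial (0.27, 0.203), lymphatic (0.64, 0.0857) and inflammatory (2.91, 0.0857) calls were lost. The endothelial call was also lost without KO jejunum t1 (0.29, 0.112), the inflammatory call without KO jejunum t4 (2.94, 0.0613) and the neuron call without WT jejunum t1 (-0.34, 0.0638). Without WT jejunum t1 the endothelial median was 0.87.

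The remaining lists did not pass. In colon the medians were 5.85 for inflammation (camera adjusted p = 0.0799), -0.27 for proliferation (0.213), -0.27 for interstitial cells of Cajal (0.171), 0.002 for fibroblast (0.522), 0.24 for pericyte (0.417), 0.14 for endothelial (0.288), 0.13 for lymphatic endothelial (0.600), -0.04 for enteric glia (0.557) and 0.03 for enteric neuron (0.947). They were 0.50 for macrophage (0.417), -0.17 for T lymphocyte (0.529), -0.43 for B lymphocyte (0.729), -0.71 for mesothelial (0.115), -0.50 for epithelial (0.439), -1.34 for adipocyte (0.129) and -0.40 for skeletal muscle (0.417). The inflammatory median in colon rested on KO colon t4, whose mean log2 CPM over the list was 7.03 against at most 0.37 in the other colon libraries. In jejunum the medians were 1.83 for proliferation (0.417), -0.06 for smooth muscle (0.852), -0.32 for interstitial cells of Cajal (0.171), 0.29 for fibroblast (0.155), 0.48 for pericyte (0.129), -0.22 for enteric glia (0.417), 0.28 for T lymphocyte (0.557), 1.30 for B lymphocyte (0.439), -0.54 for mesothelial (0.129), -0.09 for epithelial (0.852), -1.29 for adipocyte (0.0699) and 0.65 for skeletal muscle (0.169). Signs differed between measures for fibroblast in colon (mean and test below 0), epithelial in colon (test above 0), epithelial in jejunum (mean and test above 0), smooth muscle in jejunum (mean above 0) and enteric neuron in colon (fry below 0).

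Several of these lists passed when 1 library was left out. In colon these were inflammation without KO colon m1 (median 6.40, camera adjusted p = 0.0274) or t6 (6.47, 0.00522), proliferation without KO colon t4 (-2.41, 0.0140) or WT colon t7 (-0.73, 0.00443), and mesothelial without KO colon t4 (-0.96, 0.0239) or WT colon t1 (-1.01, 0.00473). Interstitial cells of Cajal passed without KO colon m1 (-0.52, 0.0480), macrophage without KO colon t6 (0.71, 0.0421) and adipocyte without WT jejunum t7 (-1.32, 0.0222). The epithelial list passed in opposite directions without WT colon t6 (0.41, 0.0300) and without WT colon t7 (-0.92, 0.0318). In jejunum, fibroblast passed without WT jejunum t1 (0.34, 0.0422), mesothelial without KO jejunum t4 (-1.01, 0.0142) or WT jejunum t6 (-0.80, 0.0418), and adipocyte without KO jejunum t1 (-3.32, 0.00542) or WT jejunum t7 (-1.82, 1.93e-05). Adjusted over the list alone by edgeR, genes passed in colon for inflammation (9), smooth muscle (5), extracellular matrix (4), pericyte (3), skeletal muscle (2), mesothelial (1) and adipocyte (1). The inflammatory list is the one whose colon median rested on KO colon t4, as given above. In jejunum they passed for macrophage (5), extracellular matrix (4), skeletal muscle (4), smooth muscle (2), inflammation (1), pericyte (1), mesothelial (1) and adipocyte (1), and no gene of any other list passed. Over all genes, 1 gene of these 18 lists passed, Ckm of the skeletal muscle list in colon (log2 fold change -1.76, SE 0.29, edgeR adjusted p = 0.0320), named after its value was seen.

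In colon nuclei, 4 clusters were smooth muscle-like, and they held 925 of 2834 WT nuclei (32.6%, exact binomial 95% interval 30.9 to 34.4%) and 441 of 1695 KO nuclei (26.02%, 23.9 to 28.2%). With 1 library per genotype, these differences have no replicate check. Cluster 0 held most of the WT class (482 WT and 120 KO nuclei) and cluster 1 most of the KO class (281 and 223), with cluster 2 (116 and 25) and cluster 14 (46 and 73) making up the rest. The difference in share was -6.62 percentage points, and it moved most, to -13.1, without the 5% of nuclei with the highest Scrublet score, an alternative chosen after the data were seen. Macrophage-like nuclei made up 2.01% (1.53 to 2.60%) in WT and 9.44% (8.09 to 10.9%) in KO, enteric glia-like nuclei 18.8% (17.4 to 20.3%) and 11.7% (10.2 to 13.4%), and epithelial-like nuclei 14.6% (13.4 to 16.0%) and 8.67% (7.38 to 10.1%). Shares in WT and KO were 13.7% and 16.8% for mesothelial-like, 5.26% and 8.08% for fibroblast-like, 4.98% and 4.31% for enteric neuron-like, 2.36% and 2.95% for interstitial cell of Cajal-like, 1.69% and 2.18% for lymphatic endothelial-like, 1.02% and 2.36% for endothelial-like, 0.776% and 2.54% for B lymphocyte-like and 0.494% and 2.65% for T lymphocyte-like nuclei. Cluster 11, left unnamed for its high median UMI count (8067 in WT and 13551 in KO), held 1.66% and 2.30%. No cluster was named pericyte-like, adipocyte-like or skeletal muscle-like, which sets no limit on such nuclei inside other clusters.

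**Figure D4:**
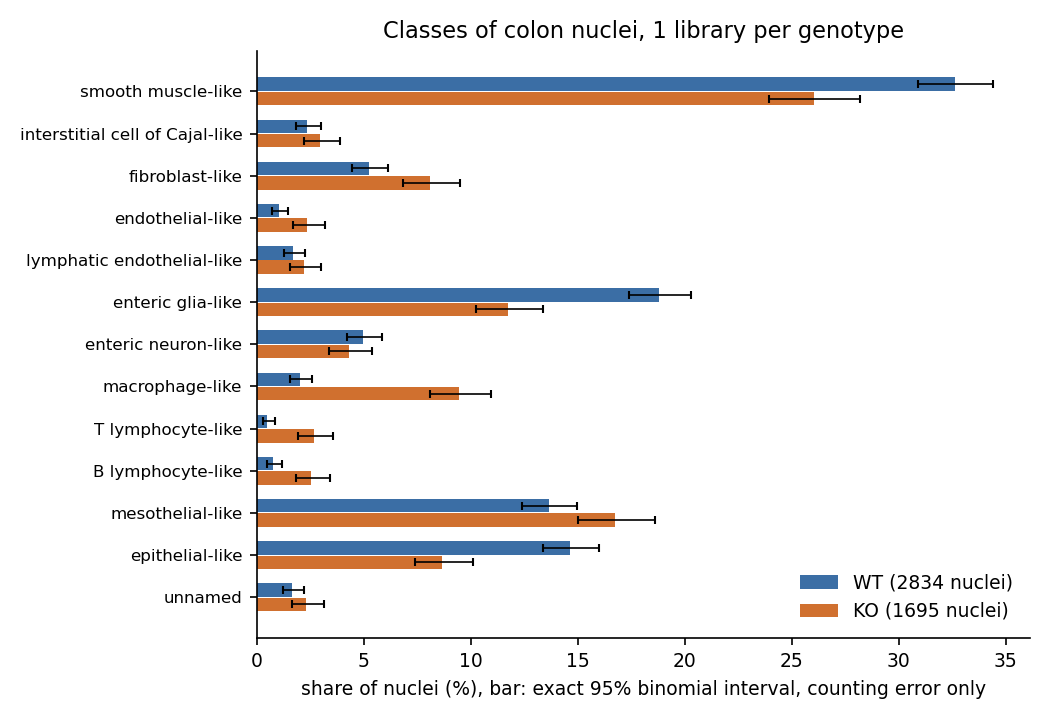
Share of nuclei in percent (x axis) for each class (y axis) in the WT and KO colon libraries, 1 library per genotype, with exact 95% binomial intervals that cover counting error only. Smooth muscle-like nuclei make up 32.6% in WT and 26.02% in KO, and macrophage-like nuclei 2.01% and 9.44%.

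Carmn was lower in the KO library of nuclei (by UMI CPM in all but 2 classes), opposite to the bulk libraries. Smooth muscle-like nuclei held 3874 Carmn UMIs in WT and 943 in KO, or 1669 (exact Poisson 95% interval 1617 to 1723) and 621 (582 to 662) UMI CPM. The log2 ratio was -1.43 (-1.53 to -1.32, counting error only), and it moved most, to -1.58, over all nuclei. Each of the 4 clusters showed it, with 1770 against 697 UMI CPM in cluster 0, 1704 against 637 in cluster 1, 1215 against 435 in cluster 2 and 1565 against 567 in cluster 14. A Carmn UMI was found in 80.9% (78.2 to 83.4%) of WT and 62.1% (57.4 to 66.7%) of KO smooth muscle-like nuclei, at median depths of 1799 and 2315 UMIs. After thinning to 1000 UMIs, with 213 WT and 75 KO nuclei too shallow and left out, the shares were 76.4% and 41.0%. As background, mesothelial-like nuclei had 120 and 43.4 UMI CPM at median depths of 1165 and 1982 UMIs, and 3.90% and 3.27% of them had a Carmn UMI after thinning. Epithelial-like nuclei had 119 UMI CPM in WT and 3.54 in KO at median depths of 1251 and 1255 UMIs, and 6.88% of WT and 0% of KO nuclei had a Carmn UMI after thinning. Interstitial cell of Cajal-like nuclei went the other way, with 398 UMI CPM in WT and 455 in KO (47 and 48 UMIs) at median depths of 1446 and 1741.5 UMIs, and 26.2% and 30.3% of them had a Carmn UMI after thinning. T lymphocyte-like nuclei had 0 and 7 UMIs. After thinning the share was also higher in KO in fibroblast-like nuclei (14.0% and 19.8%) and enteric neuron-like nuclei (2.38% and 5.71%). Bvht had 4 UMIs in WT and 2 in KO smooth muscle-like nuclei, so a change of Bvht was not detectable at this depth. In nuclei outside that class Bvht had 8 and 10 UMIs, a log2 ratio of 0.70 (-0.79 to 2.25, counting error only). The fall of Bvht in bulk was thus not seen there, on few UMIs from 1 library per genotype.

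**Figure D5:**
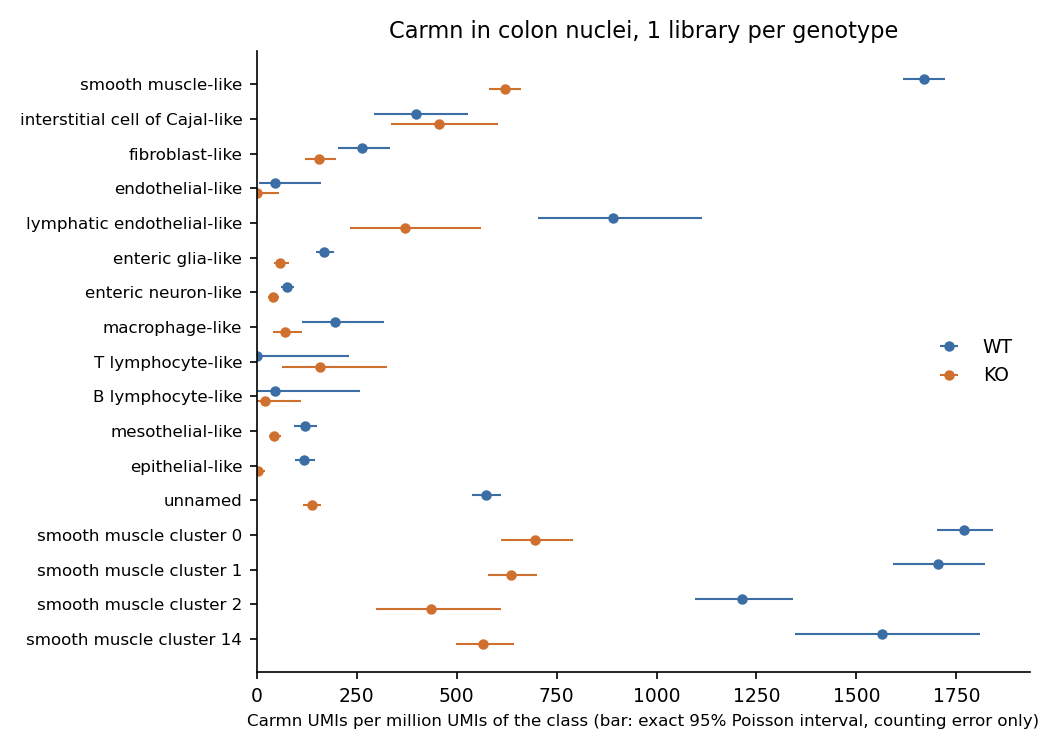
Carmn UMIs relative to all UMIs of a class, scaled as CPM (x axis), for each class of colon nuclei and each smooth muscle-like cluster (y axis), 1 library per genotype, with exact 95% Poisson intervals that cover counting error only. Smooth muscle-like nuclei stand at 1669 in WT and 621 in KO.

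Within smooth muscle-like nuclei, of which cluster 0 held most in WT and cluster 1 most in KO, 19 contractile genes had at least 100 UMIs. Their median log2 ratio of KO to WT was -0.04, with 9 higher and 10 lower, at percentile 58.0 of random lists (95% of these between -0.34 and 0.17). The median moved most, to 0.20 (percentile 98.2), without the 5% of nuclei with the highest Scrublet score, an alternative chosen after the data were seen, and it was -0.26 (percentile 0.880) over all nuclei. The extracellular matrix (median 1.29, percentile 100, 9 of 9 genes higher), pericyte (0.90, 99.9) and fibroblast (0.66, 99.8) lists lay above random lists, whereas the smooth muscle (0.07, 78.7) and interstitial cell of Cajal (-0.06, 33.5) lists did not. Of the 19 lists fixed in advance, the others had at most 1 gene of that depth. The highest ratios were those of Ctla2a (6.09, 5.12 to 7.51, from 7 and 333 UMIs), Adam12 (4.41, 3.52 to 5.65), Eln (4.05, 3.82 to 4.30), Vgll3 (3.33, 2.66 to 4.14) and Bdnf (3.30, 2.61 to 4.14). Ctla2a had the highest fold of cluster 14 over all other nuclei and Colec10 that of cluster 0, and both also changed inside these clusters, from 42.8 to 632 UMI CPM (Ctla2a, cluster 14) and from 186 to 8.64 (Colec10, cluster 0). The lowest were Colec10 (-5.00, -6.77 to -3.89, from 268 and 5 UMIs), Tafa2 (-4.39, -5.70 to -3.48), Shisa6 (-4.34, -6.86 to -2.97, from 3 UMIs in KO), Fam155a (-3.76, -4.07 to -3.47) and Gm20754 (-3.30, -4.45 to -2.44). Across 5206 genes, which are not independent replicates, Spearman's rho between bulk colon fold changes and these ratios was 0.242. Of the 81 colon calls 44 had at least 100 UMIs in these nuclei, and 38 of those had the same sign in both assays.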

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

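Tests of the list differences against single libraries and against genes varying together were chosen after the result was seen, and so was the test of the differences themselves. Camera with the preset correlation separated the change with genotype in colon from that in jejunum for 8 of 19 lists, which is what drew attention to them. Benjamini-Hochberg adjusted p was 2.21e-10 for the contractile list, 4.54e-05 for macrophage, 5.54e-05 for smooth muscle, 0.00241 for skeletal muscle, 0.00809 for enteric neuron, 0.0109 for lymphatic endothelial, 0.0390 for fibroblast and 0.0465 for proliferation. The list median in colon minus that in jejunum (log2 scale) was -0.81, -1.30, -0.61, -1.05, 0.46, -0.99, -0.28 and -2.11 in that order. The preset correlation takes genes of a list as nearly independent. With the correlation estimated, the smallest adjusted p was 0.264, and with fry 0.192. No list difference passed once genes of a list were allowed to vary together, and none is claimed. Unadjusted p were 0.0278 (estimated correlation) and 0.0203 (fry) for the contractile list. For the skeletal muscle list they were 0.0198 and 0.0108. How far genes varying together account for the small p values is therefore not settled. A difference between the tissues themselves stays open and untested beyond this.

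Single libraries were weighed next. For the contractile, smooth muscle, skeletal muscle, enteric neuron, lymphatic endothelial and macrophage lists, at least 49.2% of the difference was left without any 1 library, which argues against 1 library as the whole cause. The macrophage difference was -0.72 without KO jejunum m1 and -1.94 without KO colon t4, the enteric neuron difference was 0.30 without KO colon m1, and the lymphatic difference was -0.49 without WT jejunum t7 and -0.56 without KO jejunum m1. For the fibroblast and proliferation lists at most 24.8% was left without KO jejunum m1 (-0.07 and -0.06), so that library alone accounts for most of these 2 differences. Without KO colon t4 they were -0.80 and -4.24. The fibroblast difference was -0.15 without WT colon t7 and -0.13 without WT jejunum t7, and the proliferation difference -1.38 without WT colon t6.

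A region of accessible chromatin beside exon 2 of Carmn (chromosome 18, 61653079 to 61654364) was listed for the KO nuclei and not for the WT nuclei, in data that entered no comparison of the report. It held 144 counts in 70 of 1695 KO nuclei (4.13%). At the same locus another region (61632255 to 61633309) was listed for WT alone, with 83 counts in 41 of 2834 nuclei (1.45%). Regions were called in each library separately and counts outside them are not listed, so the WT level there is unknown. Of 2086 KO regions with at least as many counts, 30 (1.44%) had no overlapping WT region, whereas of 6136 such WT regions 627 (10.2%) had no overlapping KO region. The first share is the one that bears on a region listed for KO alone, and it argues against such regions being common at this depth, though 30 of them exist. The WT share uses the same count in a deeper library, with peak counts of 2646762 in WT and 1550520 in KO, so a lower depth in WT does not account for the region. Whether the region marks an altered Carmn locus in the KO mice stays an untested hypothesis from 1 library per genotype.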

How the results depend on the processing

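The covariate for epithelial RNA, the libraries of the other tissue left out, the limits on Scrublet scores and on deep nuclei, and the restriction of the correlation to genes past the threshold were chosen after the results were seen. For genes changed in colon (81) the count was 869 with DESeq2, 8 against a minimum change of 1.5 fold and 0 with only the 6 libraries of the tissue (2270 at an unadjusted p below 0.05), and 7 to 180 without 1 library. For genes changed in jejunum (45) it was 737 with DESeq2, 87 with limma voom, 76 with duplicateCorrelation, 26 with total counts only, 25 with the epithelial covariate, 21 with only the 6 libraries, 12 against 1.5 fold, and 2 to 172 without 1 library. A fit to only 6 libraries has less information on the spread, and a minimum change is a stricter test. For the other settings the cause was not tested. The count of genes whose change differs between tissues was 33 with DESeq2, 0 to 1 without 1 library and 0 otherwise.

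Carmn in jejunum passed the threshold without a filter on low counts (1.80, adjusted p = 0.0370), with DESeq2 (1.82, 1.02e-04) and with limma voom (1.85, 0.0465), and without KO colon t4 (0.0263) or t6 (0.0453). It ranged from 1.67 to 2.01 without 1 of the 12 libraries (0.0263 to 0.294). Carmn in colon kept its sign and its side of the threshold, at 0.89 to 1.06 (0.110 to 0.418) and at 0.59 to 1.24 without 1 library (0.148 to 0.541). The cause was not tested. The contractile list in colon kept its median of -0.67 but not its call with fry (0.191) and with camera and an estimated correlation (0.760). Both tests allow its genes to vary together. Their unadjusted p were 0.00809 and 0.0497, so the adjustment over all list tests also took part in the loss. The median of the list was -0.60 to -0.68 in the other settings and -0.77 to -0.45 without 1 library. In jejunum the contractile median stayed between 0.02 and 0.21 without 1 library and called nothing. Calls of the other gene lists in colon and jejunum numbered 0 with fry, 0 with the estimated correlation, 4 to 10 without 1 library and at most 12 otherwise.

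The cross-tissue correlation of fold changes (0.395) was 0.242 without a filter on low counts, 0.730 over genes past the threshold in a tissue, 0.253 over partitions that share no tag and 0.200 to 0.446 without 1 library. Without a filter, genes with few counts add noise, and genes past the threshold were picked for large changes. Partitions that share no tag hold fewer libraries, which also adds noise. Among named bulk genes, 709 of 854 alternative values over 39 results kept direction and side of the threshold, 121 lost a call, 21 gained one and 3 reversed. All 3 were of Thumpd3 in colon, which was near 0: 6.38e-04 with only the 6 libraries, and from -0.16 to 0.13 without 1 library. The cause was not tested. Of 23 called results of named genes, 3 (Colec10, Casq2 and Gt(ROSA)26Sor in colon) never lost their call when a library was left out. All 114 alternative values of the 3 lists written later kept their sign.

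In nuclei, the difference in smooth muscle-like share (-6.62 percentage points) was -13.1 without the 5% of nuclei with the highest Scrublet score, where 2 clusters lost their name, and -3.84 without the 1% of nuclei with most UMIs, where cluster 2 did. The log2 ratio of Carmn (-1.43) was -1.58 over all nuclei and -1.31 after thinning. The contractile median (-0.04) was 0.20 under the Scrublet limit, -0.26 over all nuclei and 0.085 after thinning, and the bulk and nuclei correlation (0.242) was 0.191 under the Scrublet limit. The cause was not tested, except that all nuclei together include the change in cell types. Of 110 alternative values for the 10 named genes in nuclei 91 stayed within the counting interval, and none changed sign. Over all nuclei, where other cell types enter the ratio, Fam155a moved from -3.76 to -0.26, Tafa2 from -4.39 to -0.94, Adam12 from 4.41 to 1.10 and Vgll3 from 3.33 to 1.61. Thinning moved Colec10 from -5.00 to -3.13. Under the Scrublet limit 9 of the 10 moved. Of 88 alternative values for the other class shares 82 stayed within the counting interval and 6 moved beyond it, of which 1 changed sign (B lymphocyte-like, -0.557 with each library clustered alone). Over the alternatives the enteric neuron-like difference (-0.669 percentage points) ranged from -4.76 to -0.320, and the mesothelial-like one (3.10) from 1.87 to 7.89. The macrophage-like difference (7.43) ranged from 5.62 to 9.68, and the T lymphocyte-like one (2.16) from 0.892 to 2.48. Genes under 100 UMIs in smooth muscle-like nuclei gave no ratio, which covers Bvht and most marker lists.

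Tags m1 and t4 (KO) and t1, t6 and t7 (WT) recur in both tissues. Deviations of libraries with the same tag correlated at -0.16 (m1), -0.09 (t4), 0.10 (t1), -0.008 (t6) and 0.06 (t7), so the tags were not taken to pair the libraries. With the tag as a block, 0 genes differed between tissues (467 at an unadjusted p below 0.05). No paired analysis was possible within a tissue because KO and WT share only 1 tag there.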

Other observations

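Tests of more smooth muscle, of the counted part of Carmn, of the wider region around Carmn, of Gt(ROSA)26Sor, of cluster 0, and of signs and splits for bulk against nuclei were chosen after the results were seen, and so were the 3 added lists. The real split of the colon libraries gave 81 genes and the highest of the other splits 2, and in jejunum the values were 45 and 0. With 10 splits of 3 against 3, a share of 1 in 10 is the least possible, so chance cannot be excluded by this means. For the difference between the tissues the real split gave 0 genes and the highest of the others 0, so 100 of 100 splits were as large by construction and this comparison says nothing about chance.

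Carmn was higher in the bulk libraries labelled KO and lower in the KO nuclei. Scaling between libraries is argued against, since the lowest log2 fold change of Carmn under the other scalings was 0.95. More smooth muscle in the libraries labelled KO would raise the contractile list if expression per cell stayed equal. On that condition, which was not tested, the contractile median of -0.67 argues against it in colon. In jejunum, where Carmn rose by 1.82, the contractile median was 0.14 with 12 of 20 genes higher. The highest of the 20 was Tagln at 1.19 (SE 0.47). On the same condition, these values argue against more smooth muscle as the whole cause in jejunum. Genes going both ways leave it open for a part of the rise. Exchanged labels in the bulk colon libraries would turn the correlation between bulk and nuclei negative, and rho was 0.242. Yet on log2 CPM differences 7 of 10 splits of the colon libraries gave a rho as large as the real one (0.253, highest other 0.358), and genes varying together keep the question open. Of the 44 colon calls with at least 100 UMIs, 38 (86.4%) had the same sign in smooth muscle-like nuclei, which exchanged labels would turn around. But among the 44 genes that part the real groups best by a moderated difference, 33 had the same sign, while another split of the colon libraries reached 40 on 1 side. So exchanged labels and true labels cannot be told apart in colon from 1 pair of nuclei libraries. In jejunum 14 of 15 such genes had the same sign (highest other split 12), and 1 of 10 splits gave a rho as large (0.456, highest other 0.432). Counted reads could also lie outside the deleted part of the gene, which is not given in the sources used here. The nuclei, with a log2 ratio of -1.43, do not decide this, because their counts come from other library chemistry and from nuclear RNA. A rise of Carmn transcripts from an altered locus stays open and untested.

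Mir143, Mir145a and Bvht fell beside Carmn. The smallest fall of the 3 was that of Mir143 in colon (-2.04). The 15 other genes within 500000 bp had a median of -0.046 in colon and -0.003 in jejunum. The lowest of the 15 was Pde6a, at -0.93 and -1.02. These values argue against a fall of like size across the wider chromosome region. The 15 went both ways, with Il17b at 2.25 and 2.53, so a smaller or mixed change of the region stays open. An effect of the Carmn allele on its nearest neighbours stays open.

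In colon, 29 of 46 genes leading cluster 0 of the nuclei were lower in the bulk libraries labelled KO (median -0.25). Fewer cells of that cluster alone would leave these genes unchanged inside it, where their median was -0.36 (quartiles -1.11 and 0.38). A fall inside was not limited to cluster 0: 43 genes leading cluster 1 had a median of -1.05 inside it (35 lower), while in bulk colon 20 of 40 of them were lower (median -0.05). In bulk jejunum 27 of 46 genes leading cluster 0 were lower (median -0.21), and the tissues were not tested against each other on these genes. With 1 library per genotype, a loss of cluster 0 and a change inside its cells cannot be told apart.

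The contractile list was lower in bulk colon. Single libraries are argued against as the whole cause (median -0.45 at the closest to 0), and so is mucosal epithelium (-0.60 with the epithelial covariate). Fewer smooth muscle cells and lower expression per cell cannot be told apart. In smooth muscle-like nuclei, mostly cluster 0 in WT and cluster 1 in KO, the list lay at percentile 58.0 of random lists, but nuclear RNA of 1 library per genotype sets no bound on RNA of the tissue.

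Mitochondrially encoded genes were lower in the libraries labelled KO, 13 of 13 in each tissue, with medians of -1.63 in colon and -0.87 in jejunum (fry adjusted p = 0.00326 and 0.0212; camera with estimated correlation 0.0434 and 0.0882). They made up 0.709 ± 0.0754% of counts against 1.91 ± 0.363% in colon, and 1.58 ± 0.457% against 3.04 ± 0.478% in jejunum (SD, n = 3, two-sided exact permutation p = 0.1 each). Without 1 library the medians were -1.72 to -1.43 and -1.46 to -0.62. Scaling between libraries (closest to 0 -0.86) and mucosal epithelium (-0.89) are argued against. Nuclear genes of oxidative phosphorylation had medians of -0.37 and -0.44 (fry 0.0164 and 0.00594, estimated correlation 0.110 and 0.0731). Adjusted p of both lists cover the added lists only and cannot be ranked against those of the planned lists. Unadjusted fry p was 0.00127 (colon) and 0.0212 (jejunum) for the mitochondrially encoded list. It was 0.0136 and 0.00396 for the nuclear list, and 0.00809 for the contractile list in colon. In smooth muscle-like nuclei, mostly cluster 0 in WT and cluster 1 in KO, the mitochondrially encoded list had a median log2 ratio of 0.77. There 8 of 8 genes were higher, at percentile 100 of random lists. Mitochondrial RNA is not nuclear RNA, so in isolated nuclei these UMIs can be carry-over and do not bear on the bulk fall. The nuclear oxidative phosphorylation list kept its direction in smooth muscle-like nuclei, with a median of -0.30, 5 of 5 genes lower and percentile 4.98. The higher mitochondrial UMIs in KO were not limited to smooth muscle-like nuclei. Over all nuclei kept, the median mitochondrial share was 0.0585% in WT and 0.131% in KO. It was 0.0835% and 0.262% in macrophage-like nuclei, whereas enteric neuron-like cluster 12 had 0.0511% and 0.0510%. RNA quality and time to freezing were not tested, so a lower mitochondrial content is a hypothesis only.

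Genes that respond to glucocorticoids were listed after Fkbp5, Mt1 and Cebpd had been seen among the calls, and Cebpd is in the list. In colon 10 of 10 were higher (median 1.67) and in jejunum 8 of 10 (median 1.04). Fry gave adjusted p of 0.00259 and 0.00326, and camera with the correlation estimated gave 0.0214 and 0.0277. These cover the added lists only and cannot be ranked against adjusted p of the planned lists. The lowest median in either tissue without 1 library was 0.82, which argues against 1 library. A response of the whole animal, such as to handling or to an inducing agent, cannot be told apart from an effect of the gene, because it would follow the groups. Only 4 genes had 100 UMIs in smooth muscle-like nuclei, mostly cluster 0 in WT and cluster 1 in KO, where 4 of 4 were higher, with a median log2 ratio of 0.13 at percentile 67.7.

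Gt(ROSA)26Sor (ENSMUSG00000086429, chromosome 6, 113067428 to 113077333) was singled out after its values were seen. It fell by 2.86 (SE 0.30, edgeR Benjamini-Hochberg adjusted p = 0.00449) in colon and by 2.24 (SE 0.30, 0.0145) in jejunum. CPM were 1.27 ± 0.144 against 9.20 ± 1.47 and 2.10 ± 0.740 against 9.85 ± 1.46 (SD, n = 3 each). The call of Gt(ROSA)26Sor in jejunum was lost without KO jejunum t4 (0.0832) or WT jejunum t1 (0.0604), t6 (0.0765) or t7 (0.0730). It overlaps Thumpd3 (-0.03 in colon, adjusted p = 0.976; 0.51 in jejunum, 0.387), so its counts are uncertain. The WT label names mTmG, and if that stands for the reporter allele of that name, which sits at this locus, the groups could differ by that allele. In nuclei the log2 ratio was -1.53 (-2.05 to -1.05, counting error only) inside the smooth muscle-like class, mostly cluster 0 in WT and cluster 1 in KO, and 0.23 (-0.21 to 0.66) outside it. In cluster 2, with 19 UMIs in WT and 5 in KO, the interval of -1.64 to 1.61 holds the value of the whole class. Against a fall shared by all cell types go enteric glia-like nuclei (1.90, 0.33 to 3.62, from 6 and 11 UMIs) and epithelial-like nuclei (2.41, 1.26 to 3.66, from 10 and 21 UMIs). These intervals leave out the spread between animals, which 1 library per genotype does not give. For that reason a locus change shared by all cell types cannot be told apart from a change in smooth muscle cells. The neighbour Setd5 had -0.57 in bulk colon (SE 0.21, edgeR adjusted p = 0.246) and -0.76 in jejunum (SE 0.21, 0.166). With Thumpd3, given above, this argues against an equal fall of the wider region. A smaller change of the region stays open. In nuclei Setd5 had -1.02 (-1.13 to -0.91) inside the smooth muscle-like class and -0.51 (-0.58 to -0.43) outside it. Thumpd3 had -0.37 (-1.03 to 0.27) and 0.18 (-0.13 to 0.49). Recombination of that allele in smooth muscle cells stays an untested hypothesis.

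All 12 bulk libraries carried Y-linked transcripts and almost no Xist.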
